A study of Rattus norvegicus with 24 samples. Its data were reported in "DNA methylome signatures as epigenetic biomarkers of hexanal associated with lung toxicity" (2021).

How the data were processed

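Lung DNA of 24 F344 rats was measured on 24 custom 2-colour oligonucleotide arrays of 394850 spots, 389347 probes and 5503 control spots, with 1 spot per probe. Per the labels, DNA captured with a methyl-CpG binding domain protein (IP) carried Cy5 and unselected genomic DNA (input) carried Cy3, with no array on which the dyes were exchanged. The labels give each IP sample an animal number and the input none, so it is not known whether the input came from the same animal. There were 6 arrays in each of the 4 groups (control, 600 ppm, 1000 ppm and 1500 ppm), 3 labelled male and 3 labelled female. The labels and the paper give the doses in ppm while the series description gives the same numbers in mg per cubic metre, and ppm is used here.

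The authors amplified IP and input DNA, labelled and hybridised both, and read the slides with Agilent Feature Extraction, whose version is 11.5.1.1 per the file headers. The deposited scanner values are intensity values per spot and channel: raw median pixel intensity of the spot and its background, and a processed intensity that per the file headers was background subtracted and dye normalized with a linear factor. The deposited scanner files also hold a log10 ratio of processed IP over processed input with substitutes for dim spots. The value table deposited by the authors holds log2 ratios of IP over input, which per the paper were made by blank subtraction and LOWESS within each array. In that table all 24 columns correlated best with the scanner ratio of their own array, with r between 0.941 and 0.992 across probes. Column medians lay between -0.0042 and 0.37, and 2553 cells were empty, all in the column of 600 ppm replicate 17.

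The measure used here was the log2 of processed IP over processed input signal, with each array centred on its median over the tested probes. Tested probes were no control spots, carried an outlier mark on at most 4 arrays (0 probes were removed by this) and had input well above background on at least 20 of the 24 arrays. This left 148908 probes (38.2%), and 45762 probes had both channels well above background on all arrays. Each dose was compared with control in 1 limma fit over the 4 groups (limma 3.58.1 in R 4.3.3, with statmod 1.5.0, matrixStats 1.5.0 and version 1.17.8 of data.table). A probe was called at a Benjamini-Hochberg adjusted p under 0.05, and the number of calls that also reached 3-fold, the fold limit of the paper's methods, is given beside it. The dose trend was the slope on dose in ppm, scaled to the full dose of 1500 ppm. Labelled females and males were compared with dose group as a covariate, and the interaction was the exposed minus control difference in females minus that in males. Array-level values were compared by exact two-sided permutation tests of 6 arrays against 6, adjusted by Benjamini-Hochberg over their family.

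The box held no annotation that pairs all probes with genes. Gene names are therefore those that the study's tables give to single probes, and a probe is named by that symbol and its identifier. The fits on gene means, the gene lists made of symbols and the array measure for X chromosome probes, all planned before the data were examined, were not run for this reason. The 3 lists tested were the 73 probes the study called in all 3 doses, the 36 probes it called dose dependent and the 12 olfactory receptor probes among those it names. The first list holds the probes that the study's table prints, 1 per gene, which are fewer than the sites it counts as shared. It lacks 1 dose-dependent probe, at Tmem174, whose input was too dim to be tested. All were chosen by the study on these samples. They were tested with camera at a preset correlation of 0.01, with camera at the estimated correlation and with fry. After the data were examined, list means were also compared between labelled sexes by permutation of arrays within dose groups and of whole slides and set beside 10000 random lists of probes with like mean log2 ratios.

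The rule for named genes was fixed before the data were examined. It took, in each comparison, up to 10 probes in each direction with a gene symbol and IP well above background on at least 3 arrays of each group compared, called probes first and then the smallest unadjusted p. It added up to 4 members per list with the smallest p and the genes the study discusses. Probe order was taken from the number within the probe identifier. The stretch was the run of tested probes in that order with the largest sum of changes at 1000 ppm beyond a fixed offset, a search added after the data were examined.

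Each comparison was tested on simulated data in which 50 probes per fold size were changed among the 148908. The alternatives were other normalizations, the value table, single channels, other filters, covariates, blocks for slide and scan date, array weights, subsets of arrays, leaving out each array in turn, and the t-test and thresholds of the paper's methods. Calls shared between doses were set against 100 simulated draws of unchanged groups sharing the control arrays and against controls split into 3 and 3 in 20 ways. The arrays lay on 12 slides of 2 arrays each, scanned on 2 dates, the later one for 2 arrays. Per the file headers 20 arrays were extracted with a ChIP protocol and 4 with a copy number protocol. Gene expression data of the study were not used here.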

Results

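The study asked which sites of the lung genome change in DNA methylation when rats inhale hexanal, a volatile aldehyde. Lungs of F344 rats kept in filtered air or exposed to 600, 1000 or 1500 ppm were measured on 24 arrays, 6 per group, with 3 from animals labelled male and 3 from animals labelled female in each. On every array, DNA captured by a methyl-CpG binding protein (IP) was set against unselected input DNA, so that a higher log2 ratio of IP over input stands for more captured DNA at a probe. Of 389347 probes 148908 (38.2%) were tested. The input channel was well above background at 32.6% to 65.5% of the probes of an array. The IP channel was well above background at 28.9% of the probes on 1500 ppm replicate 36 and at 61.2% to 85.7% on the other arrays. Precision was limited by the number of arrays. In simulated data limma recovered 38%, 8% and 18% of 3-fold changes at 600, 1000 and 1500 ppm. It recovered 70% of 4-fold changes at 600 ppm and 44% at 1000 ppm and at 1500 ppm. Each percentage rests on 50 changed probes, and whether recovery differs between doses was not tested.

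At 1000 ppm, capture was higher than in control lungs along 1 block of neighbouring probes, called the stretch here. It runs from probe number 373807 to 384860 in the array's own numbering and holds 11054 probes, of which 4760 were tested (3.20% of all tested probes). The median log2 change of its probes at 1000 ppm was 0.89 (quartiles 0.25 and 1.72), and 4070 of the 4760 had a positive change. The files give its probes neither chromosome nor gene. The study names 1 probe in it, RP14374247 at Rhox3, a homeobox gene of the X chromosome expressed in reproductive tissue. Rhox3, singled out after its values were seen, had log2 changes of 0.30, 0.66 and 0.86 at 600, 1000 and 1500 ppm (SE 0.43, n = 6 per group) and was not called by limma (adjusted p = 1.00, 0.897 and 0.561). Of the 1140 probes that limma called at 1000 ppm, 1111 rose and 29 fell, and 1069 changed 3-fold or more. The falls numbered 16 to 74 when each array was left out in turn (16 without 1000 ppm replicate 28, 74 without 1500 ppm replicate 37). They numbered 12 with slide as a random block, 8 with normexp background correction and 6 with both channels above background on all arrays. Larger counts were 345 with array weights and 163 in a fit of only the 2 groups compared. Without 2 arrays of 1500 ppm with extreme spread there were 122 falls. The stretch held 1107 of the rises (99.6%) and 0 of the falls, while 9665 probes had an unadjusted p under 0.05. The probe RP14380393 rose (SE of the log2 change 0.49, limma adjusted p = 6.25e-08), from -0.47 ± 1.14 in control to 5.03 ± 0.44 at 1000 ppm (SD, n = 6). With slide as a fixed block, which 2 slides holding both groups allow, 244 probes were called, 241 of them rises in the stretch.

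At 1500 ppm the same stretch was higher than in control lungs. Its median log2 change was 0.84 (quartiles 0.32 and 1.58), with 4196 of 4760 probes positive, and limma called 1055 probes, of which 936 rose and 119 fell and 966 changed 3-fold or more. The stretch held 923 of the rises (98.6%) and 13 rises and all 119 falls lay outside it, with 13605 probes at an unadjusted p under 0.05. The falls depended on single arrays. They numbered 34, 38, 70 and 75 without control replicates 1, 2, 3 and 8, 217 and 194 without 1500 ppm replicates 31 and 36, and 32 with slide as a random block. The rises outside the stretch numbered 6 to 25 when each array was left out. With the IP channel alone 2869 probes were called at 1500 ppm, 1825 rising and 1044 falling. The probe RP14374990, in the stretch, rose by 5.44 (SE 0.46) at 1000 ppm and by 5.46 (SE 0.46) at 1500 ppm, with limma adjusted p of 3.62e-08 and 3.84e-08. Its log2 ratio was -2.11 ± 0.84 in control, 3.34 ± 0.59 at 1000 ppm and 3.35 ± 0.46 at 1500 ppm (SD, n = 6). Its IP was well above background on only 4 of the 6 control arrays, so the control mean is partly at background. At both doses 832 probes rose, 830 of them in the stretch, and 1 fell. Independent lists of these sizes would share 6.98 rises and 0.023 falls, and unchanged groups simulated against the same controls shared 0.01 rises on average and 1 at most. With the controls split into 3 and 3, the shared rises numbered 228 to 356 (median 307.5).

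**Figure D1:**
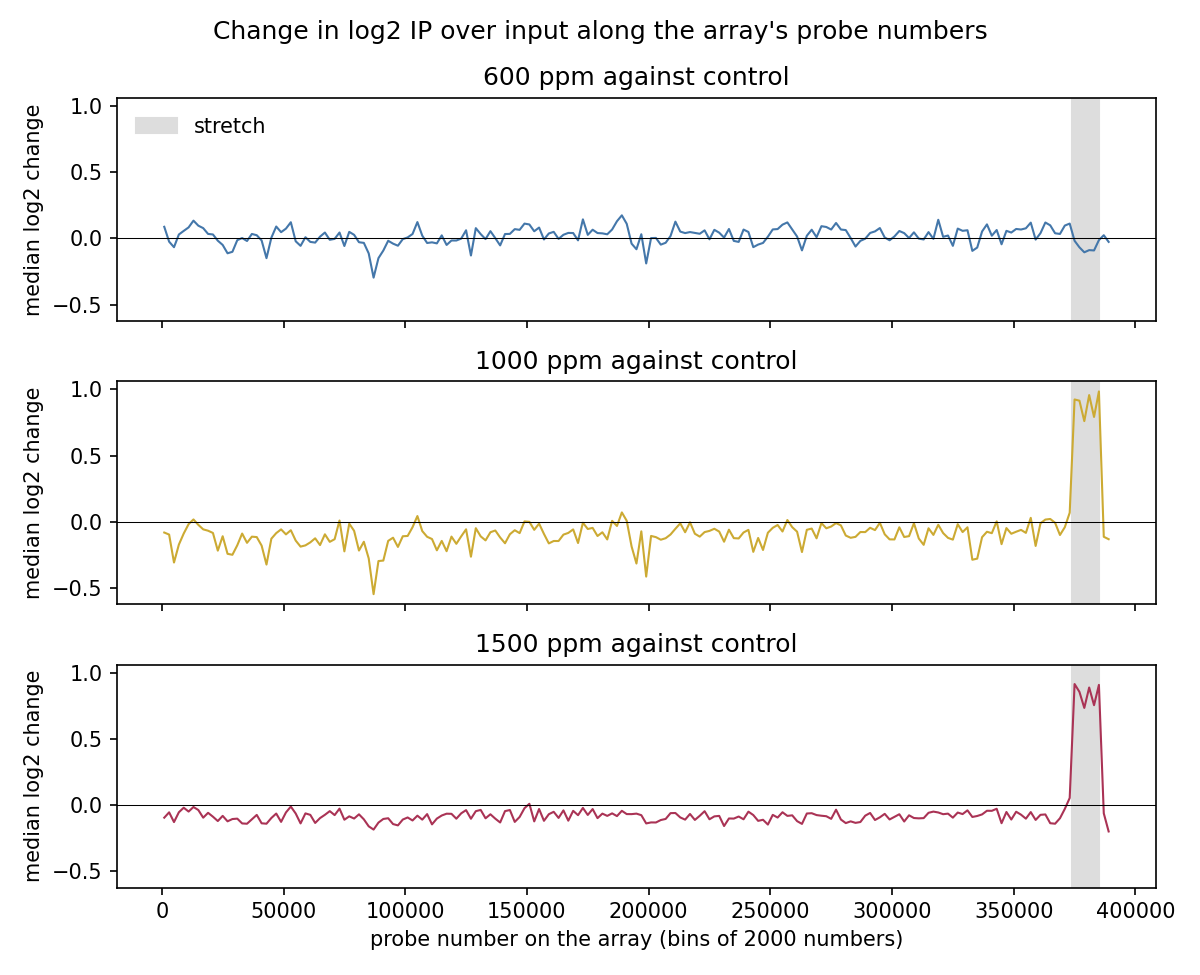
Median log2 change in IP over input against control (vertical axis) in bins of probe numbers along the array (horizontal axis), 1 panel per dose, with the stretch shaded. In the stretch the median change was 0.89 at 1000 ppm and 0.84 at 1500 ppm, and -0.069 at 600 ppm.

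Each array was also given 1 value for the stretch, the median log2 ratio of its probes minus that of the rest. This value was -0.91 ± 0.17 in control, -1.02 ± 0.22 at 600 ppm, 0.51 ± 0.11 at 1000 ppm and 0.45 ± 0.14 at 1500 ppm (SD, n = 6). The difference from control was 1.42 at 1000 ppm and 1.37 at 1500 ppm, with 6 of 6 exposed arrays above every control array (exact permutation p = 0.00216 each, two-sided, the smallest that 6 against 6 allow, adjusted p = 0.00325 over 12 tests). At 600 ppm it was -0.10 (exact permutation p = 0.372, adjusted p = 0.447). The limits of the stretch were found from the 1000 ppm changes, so the p at 1000 ppm is not independent of the search, and the 1500 ppm comparison shares its control arrays. In the IP signal alone the stretch differed from control by 1.42 at 1000 ppm and by 1.42 at 1500 ppm, and in the input signal alone by 0.066 and 0.053, each with an exact permutation p of 0.00216. Within the 4 slides that hold 2 groups, the array of the higher dose exceeded that of the lower by 1.43, 1.64, 1.71 and 1.44. Labelled females and males differed along the stretch by -0.049 (females minus males, mean over the 4 groups, permutation p = 0.476, 12 arrays each).

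**Figure D2:**
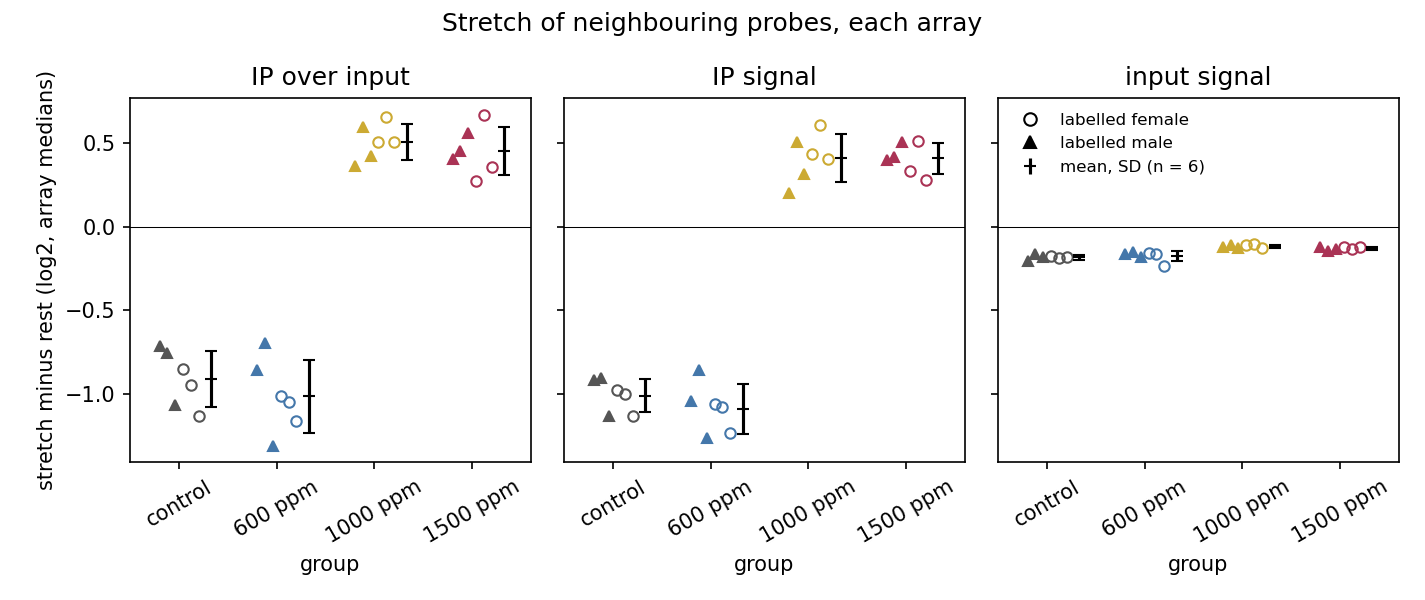
Stretch minus rest for each array in log2 units, for the ratio of IP over input, the IP signal and the input signal, by group, with open circles for labelled females, filled triangles for labelled males and a bar for the mean with SD (n = 6). For the ratio, the arrays at 1000 ppm lie between 0.36 and 0.66 and those at 1500 ppm between 0.27 and 0.67, while the control arrays lie between -1.14 and -0.72.

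Outside the stretch few sites were called, and the calls there depended on which probes were fitted. When the 144148 other tested probes were fitted alone, a setting chosen after the data were examined, limma called 1 probe at 1000 ppm, where 6749 had an unadjusted p under 0.05 and 7207.4 would by chance. The other falls and the rises outside the stretch that the fit of all tested probes called were not called in this fit. Benjamini-Hochberg adjustment over the probes outside the stretch alone, with the p of the fit of all tested probes unchanged, took the calls there from 33 to 1 at 1000 ppm and from 132 to 0 at 1500 ppm. That probe, RP14372885, is named because it was the only one, after its values were seen, and the files give it no gene. It fell by 3.11 on the log2 scale (SE 0.43, limma adjusted p = 0.0131). Its change in the fit of all tested probes was -0.15 at 600 ppm and -2.56 at 1500 ppm (limma adjusted p = 0.000716 at 1500 ppm). In the fit of all tested probes the 5 nearest tested probes had -0.67, -0.019, -0.41, -0.13 and -0.080 at 1000 ppm, so a change of this single probe was not shared by its neighbours and noise of the probe is not excluded. In the fit of all tested probes RP14372885 stood at 4.84 ± 0.53 in control, 1.69 ± 0.58 at 1000 ppm and 2.28 ± 0.82 at 1500 ppm (SD, n = 6). At 1500 ppm limma called 0 probes in the fit without the stretch, with 10744 at an unadjusted p under 0.05 and a smallest adjusted p of 0.0621. At 600 ppm limma also called 0, with 4930 at an unadjusted p under 0.05.

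At 600 ppm limma told no site from control in the log2 ratio over all tested probes. It called 0 of 148908 probes, 5193 had an unadjusted p under 0.05 where 7445.4 would by chance, and the smallest adjusted p was 1.00. The unpaired test of the paper's methods gave 160 sites at 3-fold and an unadjusted p under 0.05, of which 39 were higher and 121 lower, and 0 after Benjamini-Hochberg adjustment. Over all probes the same thresholds gave 568 higher and 727 lower with the scanner values, and 1384 and 252 with the IP signal alone, which was also quantile normalized. Among the named probes were Dtwd2, with a log2 change of 2.11 (SE 0.59), and the olfactory receptor gene Olr500, with 1.68 (SE 0.58). Cyp3a23/3a1, a drug-metabolizing cytochrome P450, had 0.94 (SE 0.42), Fam228a 0.93 (SE 0.42) and Traip, a ubiquitin ligase, 0.99 (SE 0.54). Among lower values were Gltscr2 with -0.72 (SE 0.43) and LOC303448 with -0.67 (SE 0.60). None of these was called by limma (adjusted p = 1.00).

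The genes named by the study were next followed through the higher doses, and limma called none of their 38 tested probes among the 73 at any dose, the smallest adjusted p being 0.238. In single channels some were called at 1500 ppm. With the IP channel alone Cyp3a23/3a1 had 2.09 (limma adjusted p = 0.0227), Inpp5j 2.69 (0.0818) and Eif1b 2.42 (0.0935), and with the input channel alone they had 0.64, 1.67 and 1.19 (limma adjusted p = 0.0263, 0.0139 and 0.00625). At 1500 ppm Dtwd2 had a log2 change of 1.87 (SE 0.59), from -0.50 ± 1.43 in control to 1.37 ± 1.02 (SD, n = 6). Cyp3a23/3a1 had 1.28 (SE 0.42), from -1.12 ± 0.82 to 0.16 ± 0.16 (SD, n = 6), and Traip 1.49 (SE 0.54). Olr500 had 1.51 (SE 0.58), and Inpp5j, an inositol polyphosphate phosphatase, 1.07 (SE 0.48). Pramel6, Eif1b, Hook1, Myo5a and Zfp672 had 1.01, 1.16, 1.12, 0.62 and 0.99, and lower values were seen at Olr1701 (-0.78), Psma2 (-0.11) and Usf1 (-0.015). At 1000 ppm negative values included LOC303448 (-1.77, SE 0.60), Olr1701 (-1.37, SE 0.69) and Olr1328 (-1.07, SE 0.59). Fam228a had 0.64, Cyp3a23/3a1 0.62, Dtwd2 0.41, Olr1084 0.36, Traip 0.016 and Olr500 0.16 at that dose. Inpp5j had -0.61, Usf1, a transcription factor, -0.52 and Myo5a, an actin motor, -0.18. Of the other genes the study discusses, Olr407 had 0.74, -1.01 and -0.046 and Olr1085 -0.12, -0.45 and 0.90 at 600, 1000 and 1500 ppm. The SE was 0.59 for Olr407 and 0.61 for Olr1085. Their IP was well above background on only 12 and 7 arrays, so these changes lie partly within background. The probes of Hgf, a growth factor, and of Pla2g1b, a phospholipase, had input well above background on 16 and 18 arrays and were not tested. The same held for Olr5 (18 arrays), Olr1389 (16 arrays) and Olr1696 (16 arrays). No probe could be matched to Btg2, Zfp36 or Asic2.

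**Figure D3:**
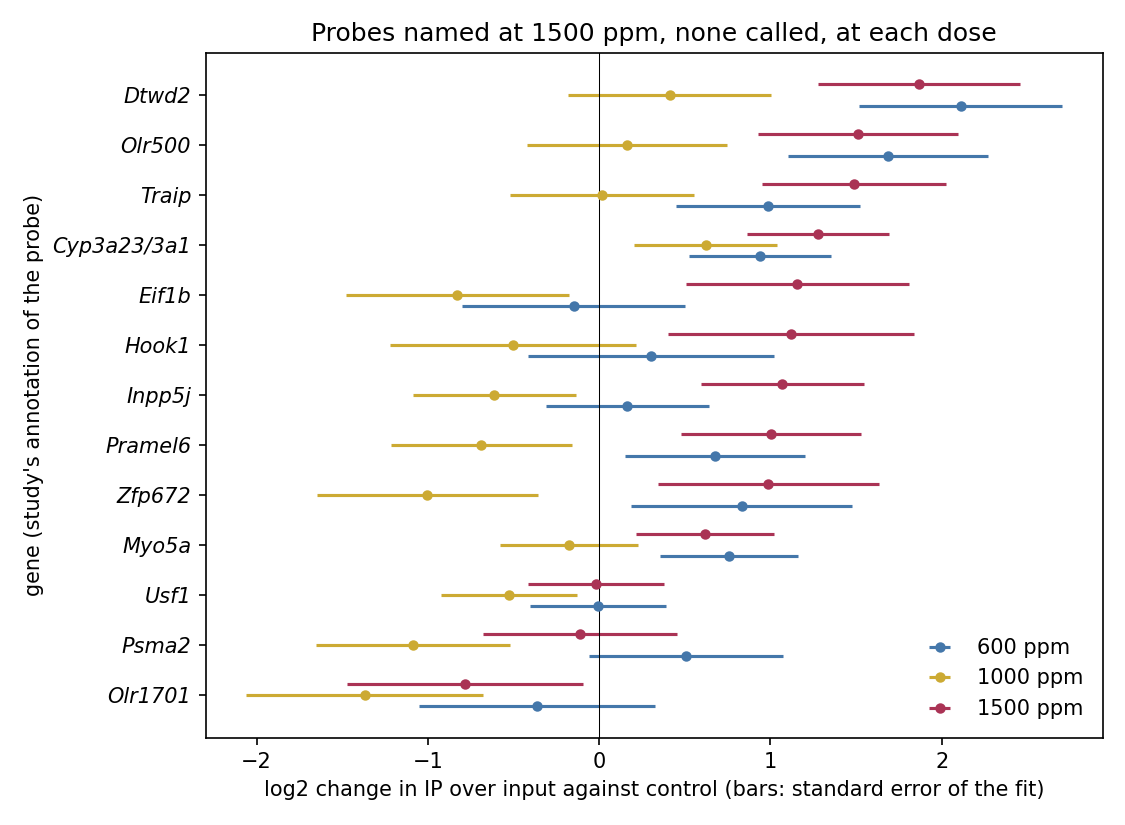
Log2 change in IP over input against control (horizontal axis) for the probes named at 1500 ppm, by gene (vertical axis), at each dose, with bars for the standard error of the fit. Dtwd2 had 2.11, 0.41 and 1.87 at 600, 1000 and 1500 ppm, and no probe shown was called by limma.

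Taken as lists, the probes the study chose on these samples, which are therefore not independent evidence of their direction, had positive mean changes at 600 and 1500 ppm and negative ones at 1000 ppm, with the exceptions given here. Of the probes the study called in all 3 doses, 28 of 38 were higher at 600 ppm (mean log2 change 0.39), 12 at 1000 ppm (-0.37) and 33 at 1500 ppm (0.57). With the preset correlation limma's camera gave adjusted p = 0.000384 at 600 ppm, 0.0957 at 1000 ppm and 9.31e-07 at 1500 ppm. With an estimated correlation the adjusted p was 0.310 at 600 ppm, 0.498 at 1000 ppm and 0.124 at 1500 ppm, and fry gave adjusted p = 0.362, 0.305 and 0.140. At 1000 ppm the result of camera with the preset correlation moved when single arrays were left out. Without control replicate 1, 2 or 3, or 1000 ppm replicate 26, 27 or 28, the mean was -0.45 to -0.54 and camera's adjusted p 0.0286 to 0.00094, and with normexp background correction -0.21 and 0.0157. Without control replicates 6 and 7 the mean was -0.23 and -0.24, and camera did not call the list. Control replicates 1, 2 and 3 are the labelled males and the named 1000 ppm arrays the labelled females, so leaving 1 out also unbalances the sexes, and in control the list stood at -2.07 on the 3 labelled male and -0.99 on the 3 labelled female arrays. The change by labelled sex was 0.92 in males and -0.14 in females at 600 ppm, -0.47 and -0.28 at 1000 ppm and 0.83 and 0.30 at 1500 ppm. The mean at 600 ppm was 0.24 without control replicate 1, and that at 1500 ppm 0.37 without 1500 ppm replicate 36. Normexp background correction turned the mean at 600 ppm to -0.031 and at 1500 ppm to -0.067, and with the IP channel alone the means were 1.14, 0.017 and 1.41 at 600, 1000 and 1500 ppm. With scan date as a block the mean at 600 ppm was 0.29 and camera's adjusted p with the preset correlation 0.0673. Adjusted over the list alone, 0 probes were called by limma at 600, 1000 and 1500 ppm, with 4, 2 and 5 at an unadjusted p under 0.05.

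The 15 tested probes of the dose-dependent list had mean log2 changes of 0.58, -0.40 and 0.66 at 600, 1000 and 1500 ppm, with 12, 4 and 11 of them higher. Camera gave adjusted p = 0.000384, 0.0957 and 8.72e-05 with the preset correlation. With an estimated correlation the adjusted p was 0.218, 0.498 and 0.124, and fry gave adjusted p = 0.283, 0.305 and 0.140. Without the same arrays in turn the mean at 1000 ppm was -0.46 to -0.55 and camera's adjusted p 0.0461 to 0.00476, and with normexp it was -0.23 and 0.0245. Without control replicates 6 and 7 the mean at 1000 ppm was -0.22 and -0.23. At 600 ppm camera's adjusted p was 0.0568 with scan date as a block (mean 0.47) and 0.840 with normexp (mean 0.072). Adjusted over the list alone, limma called 1 probe at 600 ppm, Dtwd2, with adjusted p = 0.0205, which is not independent evidence since the study chose the list on these samples. The 8 tested olfactory receptor probes had mean log2 changes of 0.27, -0.51 and 0.46, with 5, 3 and 6 of 8 higher. Camera gave adjusted p = 0.227, 0.140 and 0.0335 with the preset correlation, and with an estimated correlation the adjusted p was 0.482, 0.498 and 0.222. The calls of this small list moved with single arrays, and so with the balance of labelled sexes, and with the setting. Its mean at 1500 ppm was 0.40, 0.33, 0.25 and 0.42 without control replicates 1, 2, 3 and 8. That mean was 0.22 without 1500 ppm replicate 36 and 0.054 without 1500 ppm replicates 36 and 37. At 1500 ppm camera's adjusted p was 0.0577, 0.104, 0.154 and 0.0510 without control replicates 1, 2, 3 and 8 and 0.305 without 1500 ppm replicate 36. It was 0.152 with scan date as a block, 0.6254 without the 4 copy number arrays, 0.314 without the slide scanned later and 0.457 without 1500 ppm replicates 36 and 37. At 600 ppm the list had 1.099 with the IP channel alone, 0.62 with the input channel alone, 0.47 with arrays scaled to 1 spread and 0.62 without a filter on dim probes (camera, adjusted p = 0.000268, 0.00147, 0.0452 and 0.0420). At 600 ppm the adjusted p was also 0.0289 and 0.0469 without control replicates 6 and 7, and at 1000 ppm 0.0394, 0.0286 and 0.0170 without control replicates 2 and 3 and 1000 ppm replicate 28. Normexp background correction turned the mean of the olfactory receptor probes at 1500 ppm to -0.21 and at 600 ppm to -0.085, and that of the dose-dependent list at 1500 ppm to -0.0065. With the IP channel alone the means at 600, 1000 and 1500 ppm were 1.099, 0.14 and 1.23 for the olfactory receptor probes and 1.39, 0.047 and 1.51 for the dose-dependent list.

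A slope on dose was called mainly in the stretch, where the group values form a step between 600 and 1000 ppm. Limma called 1142 probes with a slope on dose, 1070 rising and 72 falling, 1060 of them with a change of 3-fold or more over the full dose, and 1061 of the rises lay in the stretch (99.2%). The falls numbered 32, 32 and 167 without control replicates 1 and 2 and 1500 ppm replicate 36, and 26 with slide as a random block. Cyp3a23/3a1 had 1.12 over the full dose (SE 0.41), Traip 1.13 (SE 0.56), Dtwd2 1.34 (SE 0.68) and Olr1701 -1.01 (SE 0.67), and limma called none of these (adjusted p = 0.384, 0.636, 0.649 and 0.769). The list called in all 3 doses had a mean of 0.32, the dose-dependent list 0.36 and the olfactory receptor probes 0.21. Camera gave adjusted p = 0.00061, 0.0139 and 0.151, and with an estimated correlation the adjusted p was 0.402, 0.402 and 0.424. Without 1500 ppm replicate 36 the first 2 means were 0.11 and 0.16 and camera's adjusted p with the preset correlation 0.289 and 0.400. For the dose-dependent list this adjusted p was 0.0610, 0.134 and 0.0517 without control replicates 1, 2 and 3. It was 0.147 with scan date as a block. Without the 4 copy number arrays, the slide scanned later, or 1500 ppm replicates 36 and 37, camera's adjusted p was 0.689, 0.228 and 0.606 for the first list and 0.689, 0.334 and 0.714 for the dose-dependent list. For the olfactory receptor probes it was 0.0240 and 0.0431 without control replicates 6 and 7, 0.00334 with the IP channel alone (mean 0.84), 0.00162 with the input channel alone (0.65) and 0.0249 with arrays scaled to 1 spread (0.41). The mean slope of the olfactory receptor probes kept its sign in 35 of 40 settings and ranged from -0.25 to 0.84. In the fit without the stretch limma called 0 probes with a slope.

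No site was called in all 3 exposed groups by limma. This count was bound to be 0, since limma called 0 probes at 600 ppm. Simulated unchanged groups also gave 0 at most, which therefore says nothing about shared sites. In simulated data limma recovered 38%, 8% and 18% of 3-fold changes at 600, 1000 and 1500 ppm, so shared sites of that size could be missed. At the thresholds of the paper's methods, its unpaired test gave 3 sites shared by the 3 doses on the tested scanner values and 27 on the authors' value table with all probes. At an unadjusted p under 0.05 limma had 5193, 9665 and 13605 probes at 600, 1000 and 1500 ppm.

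Limma told no site apart between the labelled sexes. It called 0 probes, with 7464 at an unadjusted p under 0.05 where 7445.4 would by chance. The comparison rests on the labels, and whether they give the sex of the animals behind the IP is not settled. It therefore does not show that the sexes are alike. Among named genes, Eif1b had a value of 1.42 (log2 females minus males, SE 0.38), Hook1 1.44 (SE 0.43), Olr1049 1.19 (SE 0.38), Olr1701 1.25 (SE 0.43), Usf1 0.72 (SE 0.25) and Gltscr2 -0.081 (SE 0.31). None was called by limma (adjusted p = 0.960, and 0.991 for Gltscr2). In simulated data the same fit recovered 70% of 3-fold and 82% of 4-fold sex differences. For the interaction of sex and exposure limma called 0 probes, with 9938 at an unadjusted p under 0.05, and it recovered 14% of 8-fold changes in simulated data. With array weights the interaction had 2614 calls (1414 higher and 1200 lower). Olr500 had -2.14 (SE 0.78), Traip -1.98 (SE 0.77), Klk1c9 1.08 (SE 0.67) and Olr1049 1.20 (SE 0.76), none of them called.

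Measures of whole arrays passed no test against control. The percent of tested probes with IP over input above 2-fold was 24.01 ± 5.75 in control and 25.7 ± 5.17, 23.9 ± 3.29 and 24.4 ± 8.17 at 600, 1000 and 1500 ppm (SD, n = 6). The interquartile range of the log2 ratio was 2.03 ± 0.32 in control and 2.29 ± 0.83 at 1500 ppm (SD, n = 6). The mean log2 ratio of the probes called by the study in all 3 doses was -1.53 ± 0.63 in control, -1.14 ± 0.14 at 600 ppm, -1.90 ± 0.73 at 1000 ppm and -0.96 ± 0.54 at 1500 ppm (SD, n = 6). Over the 30 exact permutation tests of these and the other measures the smallest adjusted p was 0.765.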

Values the study reported

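The paper lists 661 methylated sites at 600 ppm, 4,181 at 1,000 ppm and 11,744 at 1,500 ppm. It gives 79 sites in 73 genes as shared by the 3 doses, 69 of the genes with more methylation and 4 with less. It gives 36 genes as dependent on dose, 34 with more methylation and 2 with less.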

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

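The tests of the stretch within slides and between labelled sexes, of dim input and of the input channel were chosen after the results were seen, as were the settings named as added; the tests of the most captured part of the stretch, of neighbouring probes and of other splits were set beforehand.

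The stretch of neighbouring probes rose at 1000 and 1500 ppm. A slide or scan effect is argued against, since within the 4 slides that hold 2 groups the smallest difference between higher and lower dose was 1.43. Exposure in animals of both sexes as labelled is argued against only if the stretch lies on the X chromosome, which the files do not state and which rests here on Rhox3 alone: females minus males was at most 0.14 in the IP or input signal of any group. A candidate explanation that stays open is that the sex of the animals behind the IP differs from the labels. The most captured part of the stretch (1190 probes, ranked on the 600 ppm arrays) rose by 0.65 at 1000 ppm (SE 0.15, exact permutation p = 0.00433, n = 6). This met its preset bound by less than 1 SE, though on changes from which the limits of the stretch were found. The most captured part rose by 0.64 at 1500 ppm. Its value of 0.20 at 600 ppm comes from the arrays used for the ranking, which raises it. The median change of the whole stretch at 600 ppm was -0.069. At 1000 ppm the least captured part rose by 1.12 and the middle part by 1.38. The test set no bound for these 2 parts, so what their larger rises mean for this explanation was not tested. The input signal moved by 0.066, far less than a doubling of copies, and the labels do not say which animal the input came from. An effect of exposure in animals of a single sex was not tested and stays open too.

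The probes the study called in all 3 doses were not called by limma in these comparisons. Dim input is argued against as the whole reason, since 38 of the 73 passed the input filter and were still not called. For the others dim input was the reason that they were not tested. The share that passed was 52.1% against 38.2% of all probes, which does not tell why the tested ones were not called. Noise of single probes stays open as a candidate explanation. Over all 73 listed probes, tested or not, the mean log2 change at 1500 ppm was 0.60 and that of their nearest neighbours 0.028. The listed probes include those that the study gives as lower. The neighbours' share was 0.0464 (95% bootstrap interval -0.138 to 0.2498). The study chose the listed probes on these samples, so their own mean is not independent evidence and the share may be too low. The 38 tested probes also varied together, with an estimated correlation of 0.263, and 37 had a higher mean in labelled females. The share therefore does not show noise that is independent from probe to probe. At 600 ppm the listed probes had 0.65 and their neighbours 0.19, and at 1000 ppm -0.12 and -0.069. Methylation at single sites that the neighbours do not share was not tested.

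In the input channel alone, the denominator of every log2 ratio in the report, limma called 49112 probes at 1500 ppm (16331 rose and 32781 fell) and 2 at 1000 ppm. The extraction protocol is argued against as the whole source, since 65183 probes were called without the 4 copy number arrays. The 3 arrays of 1500 ppm with the ChIP protocol also moved from control. On axes made without the arrays scored, their share of the move of the copy number arrays was 3.43 (SE 0.98, lowest 1.49). The size of this share is uncertain. In an earlier form, on an axis they help to define, it was 0.843. On that axis the ChIP arrays stood at 0.915 and the copy number arrays at 1.09. A slide or day of handling stays open as a candidate source, and the test of it, whose bounds were set with the scores known, cannot tell: on a scale from control (0) to 1500 ppm (1), the 600 and 1500 ppm arrays of slide 8 differed by 0.862 and those of slide 6 by 0.0159. An earlier form of the test, dropped because it picked slide 7 for its scores, fitted a slide effect with a share of 0.934, the 600 ppm arrays of slide 7 standing at 0.958 and the other 4 at 0.36 ± 0.11 (SD). Without 1500 ppm replicate 36 the count was 84673, and whether exposure moved the input was not tested separately.

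Of 168 groups of 6 arrays tested for an array far from the others, 11 had one, where chance gives about 1 in 20 groups, or 8.4. On 1500 ppm replicate 37 the interquartile range of the log2 ratio was 3.85, against 1.42 to 2.31 on the others, and the median log2 ratio before centring was -0.94, against -0.46 to -0.19. On 1500 ppm replicate 36 the IP was well above background at 28.9% of the probes, against 76.7% to 80.5%, and on 1000 ppm replicate 26 the input at 40.4%, against 51.7% to 57.2%. The mean log2 ratio of the dose-dependent list was -1.31 on 600 ppm replicate 13, against -0.93 to -0.74, and the input signal of the stretch minus the rest was -0.24 on 600 ppm replicate 18, against -0.18 to -0.15. The log2 ratio of Cyp3a23/3a1 was -2.47 on 1000 ppm replicate 22, that of Olr1084 -2.73 on 600 ppm replicate 13 and that of Olr1049 -0.54 on control replicate 7. The log2 ratio of Fam228a was -1.19 on 1000 ppm replicate 23 and -2.58 on 1500 ppm replicate 38.

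Regrouping the arrays in 100 ways, the real grouping included, argued against chance for 3 of the counts. These 3 are not independent, since most of their calls lie in the stretch and they share the control arrays. The groupings were of arrays, and arrays of 1 slide vary together (correlation 0.231). At 1000 ppm only 1 of the 100 groupings, the real one, gave as many as its 1140 calls, and the highest other gave 7. At 1500 ppm this was 1 of 100, with 1055 calls against 7, and for the dose trend 1 of 100, with 1142 against 35. For the counts of 0 any grouping gives as many, here all 100, so regrouping says nothing about them; the highest other was 1 at 600 ppm, 8 between the sexes, 0 for the interaction and 0 for the 3 doses together, with the limma counts at unadjusted p given in the report.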

How the results depend on the processing

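Chosen after the data were examined were the settings without the stretch, with slide as a fixed block, with the input channel alone, without the copy number arrays, without the later slide and without 2 extreme arrays, and the methods' t-test on the value table. Of 540 counts under other settings 496 stayed within 1.5 times, many of them counts of 0 that stayed 0. All 105 values of the stretch kept their side of the threshold. They kept their direction except at 600 ppm in the input channel alone (0.0080), and ranged from 0.91 to 1.504 at 1000 and 1500 ppm apart from the input channel alone (0.066 and 0.053). Of 3412 values of named probes 3348 moved by less than the spread, 57 by more, 5 passed the threshold (at 1500 ppm Cyp3a23/3a1 with either channel alone and Inpp5j and Eif1b with the input alone, and Eif1b in the trend with the input alone) and 2 turned with a call. Values not called also changed sign, and Usf1 kept its sign in 28 of 40 settings at 600 ppm and 27 of 40 at 1500 ppm, Psma2 in 30 of 40 at 1500 ppm and Ccl24 in 32 of 41 at 1000 ppm; of 483 list values 408 kept their side. The cause was not tested unless stated.

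Without a filter on dim probes limma called 2021 probes at 1000 ppm, 1758 at 1500 ppm and 2011 in the trend, and with both channels above background on all arrays, where fewer probes were tested and too few list members remained for a list value, 517, 486 and 498. Array weights gave 2293 (345 falls) at 1000 ppm, 1740 (241 falls) at 1500 ppm and 2054 (231 falls) in the trend. For the interaction they gave 2614. Without the stretch the counts were 1 at 1000 ppm and 0 at 1500 ppm and in the trend, where most calls lay in it and the calls outside it (4 rises and 29 falls at 1000 ppm, 13 and 119 at 1500 ppm) were lost too but for 1, as they were when the same p were adjusted over these probes alone, with 6749 and 10744 probes at an unadjusted p under 0.05 at 1000 and 1500 ppm. With slide as a fixed block, which leaves 2 slides for the comparison, 244 were called at 1000 ppm, and the comparisons of 600 and 1500 ppm with control could not be estimated. With slide as a random block (correlation 0.231) no total moved by over 1.5 times, but the falls went from 29 to 12 at 1000 ppm, from 119 to 32 at 1500 ppm and from 72 to 26 in the trend. The IP channel alone gave 2869 at 1500 ppm (1825 rose, 1044 fell, against 936 and 119), and the input channel alone 2 at 1000 ppm, 49112 at 1500 ppm (16331 rose, 32781 fell) and 23354 in the trend. Without 1500 ppm replicates 36 and 37 the interaction had 1 call. Without the 4 copy number arrays 1064 were called at 1500 ppm (779 rose, 285 fell).

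The methods' t-test and thresholds gave 160 sites at 600 ppm, 1838 at 1000 ppm and 3 in all 3 doses, and on the value table with all probes 894, 4085 and 4499 at the 3 doses and 27 in all 3. With Benjamini-Hochberg adjustment it called 516 at 1500 ppm, and 1954 at 1000 ppm on the value table.

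Normexp turned list means: in all 3 doses to -0.031 at 600 ppm, -0.067 at 1500 ppm and -0.11 in the trend, dose dependent to -0.0065 at 1500 ppm and -0.086 in the trend, and olfactory receptors to -0.21 at 1500 ppm. With scan date as a block the adjusted p of camera rose to 0.0673 and 0.0568 for the lists of all 3 doses and dose dependent at 600 ppm, 0.152 for olfactory receptors at 1500 ppm and 0.147 for dose dependent in the trend. Normexp used median spot signals, since the files hold no mean ones. Without replicates 36 and 37 the list of all 3 doses had -0.023 in the trend. In the input channel alone, a quantity other than capture, this list had 0.20 and the dose-dependent list 0.24 at 1000 ppm, and at 1500 ppm Zfp672 had -0.28 and Olr1701 1.19.

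Leaving out each array in turn gave 1006 to 1371 calls at 1000 ppm, 879 to 1179 at 1500 ppm and 958 to 1319 in the trend, and 0 to 0 at 600 ppm, between sexes, for the interaction and in all 3 doses. The falls numbered 16 to 74 at 1000 ppm, 34 to 217 at 1500 ppm and 32 to 167 in the trend. No replicate number recurs between groups, so arrays could be paired only by slide. Signal over background limits the tests to 38.2% of the probes.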

Other observations

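The comparisons of the study's lists between labelled sexes and the counts at the study's thresholds on the value table were chosen after the results were seen; the lists themselves were fixed before the data were examined.

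The lists of probes that the study named had higher means on arrays labelled female than on those labelled male. For the probes called by the study in all 3 doses the mean log2 ratio was -1.02 ± 0.39 on labelled female arrays and -1.75 ± 0.63 on labelled male arrays (SD, 12 arrays each). The difference within dose groups averaged 0.73 (permutation within groups, two-sided, p = 0.000625, adjusted p = 0.000625 over 3 lists), and 37 of the 38 probes had a higher mean in labelled females. By group it was 1.08 in control, 0.018 at 600 ppm, 1.26 at 1000 ppm and 0.56 at 1500 ppm. For the dose-dependent list it was 0.78 (permutation p = 0.0001, adjusted p = 0.0003, 15 of 15 probes higher) and for the olfactory receptor probes 0.91 (permutation p = 0.000363, adjusted p = 0.000544, 8 of 8 higher). Among 10000 random lists of tested probes matched on mean log2 ratio, the highest differences were 0.30, 0.40 and 0.52 for the 3 list sizes, so each list lay above all of them. The probes of these lists vary together, so the random lists describe these arrays and give no p, and the study chose the lists on these samples. Every slide holds arrays of a single labelled sex, so sex and slide cannot be compared within a slide, and the p above treat arrays of 1 slide as independent. With whole slides relabelled in the 64 ways that keep 3 and 3 arrays per group, the exact permutation p was 0.0625, 0.0625 and 0.0312 (adjusted p = 0.0625 each), so a difference between slides is not excluded.

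At the thresholds of the paper's methods, on the authors' value table with all probes, 4499 sites were counted at 1500 ppm, 2986 higher and 1513 lower. This count is lower than the one the study reports at that dose. The paper also describes a peak detection step and folds taken from averaged signal intensities. Neither was applied here, so these counts and those of the study are not like for like. The same test on this table shared 27 sites among the 3 doses. That number too is lower than the one the study reports. At 1000 ppm the test gave 4085 sites, 2861 of them rises in the stretch, a count slightly lower than the study's. At 600 ppm it gave 894, 313 higher and 581 lower, which is higher than the study's count. With the IP signal alone, quantile normalized, the same thresholds gave 1636, 4158 and 13328 sites at 600, 1000 and 1500 ppm (1384 higher and 252 lower at 600 ppm), and after Benjamini-Hochberg adjustment 2, 2565 and 1166.

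Across probes, changes of neighbouring tested probes outside the stretch correlated at 0.475, 0.603 and 0.417 for 600, 1000 and 1500 ppm over 95487 pairs, and probes are not independent replicates. The mean correlation of an array's log2 ratios with those of the other arrays was lowest for 1500 ppm replicates 36 (0.597), 37 (0.633) and 38 (0.701).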
